A study of Rattus norvegicus with 2 samples. Its data were reported in "Polycomb protein RYBP facilitates super-enhancer activity" (2024).

How the data were processed

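RYBP, a Polycomb protein of non-canonical PRC1, was profiled by ChIP-seq in cardiomyocytes (CMs) isolated from newborn rat hearts. ChIP-seq recovers the DNA bound by a protein with an antibody and sequences it, and the input is the same chromatin sequenced without the antibody. Per the labels, the series holds 1 RYBP ChIP sample and 1 input sample, both from wild-type, untreated CMs. A list of peaks was analysed for the RYBP ChIP sample. The input enters only as the control of that list, as the names of the peaks state, and its own signal was not analysed here.

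According to the methods of the study, the authors trimmed the reads with Trim Galore, aligned them end-to-end with Bowtie2 to the mouse genome or to Rnor_6.0, removed PCR duplicates with Samtools and called peaks with MACS2 against the input. The peaks analysed here are from rat, and their coordinates are given for Rnor_6.0. The methods also describe merging of biological replicates, but the labels name no replicate of the rat samples, so it is not known whether reads of more than 1 library were pooled in this list. The list is in the broad format of MACS2, which holds regions rather than summits. In each region the authors' deposited list gives a fold enrichment (the linear ratio of ChIP signal over the background expected at that place), a −log10 p-value and a −log10 q-value, where q is the p-value corrected for the number of tests. MACS2 writes these for broad regions as averages over the region. The deposited score equalled the integer part of the −log10 q-value multiplied by 10 in 99.98% of the regions and was not used further. Averaging lowers the values of wide regions with a strong core, and a duplicate filter limits the pileup at the strongest sites, so the values rank peaks within this list and are not absolute occupancies.

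Read totals were not analysed here, and the depth behind the peaks is therefore not considered. With 1 ChIP sample there is no replicate to compare, no comparison between conditions was possible and no p-value is given. Shares of peaks are given with Wilson 95% confidence intervals and densities with exact 95% Poisson intervals, which cover counting error only and treat neighbouring peaks as independent.

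Peaks were counted per chromosome and divided by the span from the first to the last peak on that chromosome, because chromosome lengths of this build were not used here. The peak on the end of each span fixes it, so the densities are slightly high. The study joined neighbouring enhancers over 12.5 kb to define super-enhancers (SEs), and the same distance was applied here to the RYBP peaks: peaks less than 12.5 kb apart, edge to edge, were joined, and the share of peaks in joined regions of 3 or more was taken. This share was compared with 1000 random placements in which peaks of the same widths were laid without overlap over the same chromosome spans. Assembly gaps could not be masked, which lowers the random share slightly. The placements describe this list and do not stand in for replicates. H3K27ac, the mark that defines SEs, was not analysed here, so a joined region is a cluster of RYBP peaks and not an SE.

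The counting step was tested on simulated data for the share of peaks in clusters. Groups were planted among 8310 simulated peaks with known spacing, and all 840 peaks of these groups were found. They were counted with joining over 5 kb and a larger minimum of peaks per region than in the main share. In addition, 96 of 100 uniformly placed lists fell within the central 95% of the random shares. Those lists were drawn by the same procedure as the random shares, so this does not test the placement step.

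The comparisons, the alternatives and the peaks to be named were fixed before the data were examined, except where another time is stated. The rule named the 5 peaks with the highest −log10 q, the 5 widest peaks and the 3 joined regions with the most peaks. The alternatives were a stricter −log10 q (at least 5, or above the median of 3.08), merging of peaks less than 1 kb apart, joining distances of 5 and 25 kb, and a minimum of 5 peaks per region. The alternatives of −log10 q of at least 2 and, for the chromosomes, of at least 10, placement within 1 Mb windows, shuffling of the gaps and the comparison of fold enrichment between joined and isolated peaks were chosen after seeing the data. Planned comparisons that need an annotation or sequence of Rnor_6.0 were left out. Among these were the shares of promoter and intergenic peaks, the share of genes with a promoter peak, promoter against distal fold enrichment, GC content, and promoter peaks of fixed gene lists. A gene table of another build (GRCr8) was at hand, but on 15 of the 21 chromosomes the last peak lay beyond the last gene of that table, so no gene was assigned to a peak. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.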

Results

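The RYBP peaks of newborn rat CMs were first described by number, size and strength. The list held 41598 peaks from 1 RYBP ChIP sample, called against 1 input sample. All of them lay on the 20 autosomes and the X chromosome. No replicate and no sequencing depth was analysed for any value below.

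Together the peaks covered 43.8 Mb, which was 1.58% of the 2768 Mb between the first and last peaks of the chromosomes. The median width was 732 bp, and 90% of the peaks lay between the 5th percentile of 291 bp and the 95th percentile of 2839 bp. The narrowest width of 286 bp was shared by 1767 peaks, which marks the lower limit of the calling. The widest peak extended over 23508 bp. The median fold enrichment over background was 3.33, with quartiles of 2.90 and 4.57 and a maximum of 26.9. Stronger peaks tended to be wider, with a Spearman rho of 0.38 between fold enrichment and width across the 41598 peaks, which are not independent replicates. The stricter requirement of −log10 q of at least 5 moved these values most, to 14859 peaks with a median width of 1114 bp and a median fold enrichment of 5.34.

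The significance of the peaks was next examined. The median −log10 q was 3.08, with quartiles of 1.87 and 10.2. A total of 11969 peaks, 28.8% of the list (95% interval 28.3 to 29.2), had a region value of −log10 q under 2, that is, q above 0.01. These peaks had a median fold enrichment of 2.78 and a median width of 580 bp, and covered 8.26 Mb. At the other end, 10528 peaks (25.3%, 95% interval 24.9 to 25.7) had −log10 q of at least 10. The 693 peaks with −log10 q of at least 50 had a median fold enrichment of 10.6 and a median width of 2114 bp. On a logarithmic axis the −log10 q values had a lower mode of 10421 peaks between 1.58 and 2.51. The count fell to 2643 peaks between 6.31 and 10.0, and rose again to an upper mode of 3427 peaks between 15.8 and 25.1. These bins widen in units of −log10 q, and per unit the peaks were sparser in the upper mode than in the trough.

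**Figure D1:**
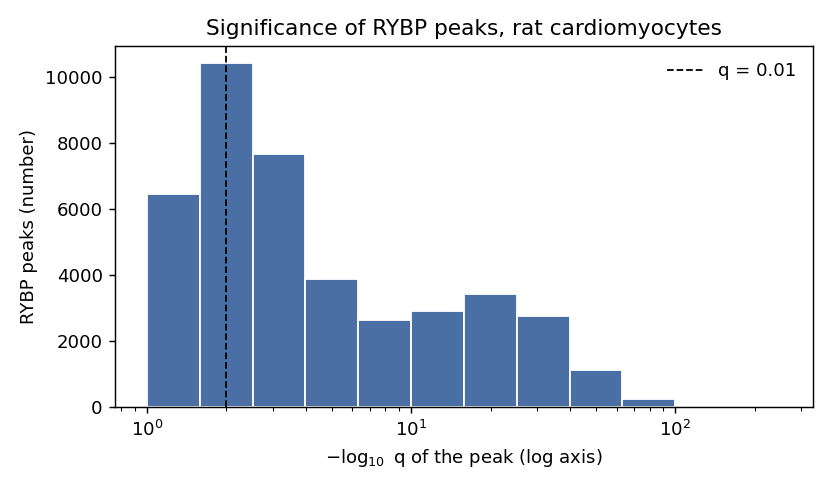
Number of RYBP peaks (vertical axis) by −log10 q of the peak (horizontal axis, logarithmic, bins of equal width on that axis), with a dashed line at q = 0.01. The bars have a lower mode of 10421 peaks and, beyond a trough of 2643 peaks, an upper mode of 3427 peaks. The bins widen in units of −log10 q, and the upper mode depends on this axis.

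The strongest peak by −log10 q lay on chromosome 16 at 79696953 to 79701398 in Rnor_6.0, with −log10 q of 194 and a fold enrichment of 23.6. The second lay on chromosome 2 at 28459194 to 28462603, with −log10 q of 169 and a fold enrichment of 21.2. The third, on chromosome 3 at 47684582 to 47686528, had −log10 q of 142 and a fold enrichment of 16.8. The fourth, on chromosome 7 at 128586497 to 128589673, had −log10 q of 140 and a fold enrichment of 18.3, and no other peak within 12500 bp. The fifth, on chromosome 5 at 62073230 to 62074294, had −log10 q of 139 and a fold enrichment of 17.8. An annotation of this build was not used here, so the genes at these positions are not named.

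The distribution of RYBP peaks over chromosomes was then compared. The autosomes together carried 15.5 peaks per Mb of span. Chromosome 12 was the densest, with 44.2 peaks per Mb (95% interval 42.4 to 46.0, 2323 peaks), followed by chromosome 10 with 34.1 (33.0 to 35.2, 3816 peaks). Chromosome 2 was the sparsest autosome, with 5.97 peaks per Mb (5.68 to 6.27, 1589 peaks). The ratio between the densest and the sparsest autosome was 7.40, far beyond the counting intervals. Chromosome 12 also had the lowest median fold enrichment of the 21 chromosomes, 3.16, and the highest share of peaks with −log10 q under 2, 35.3%. Chromosome 2 had the highest median fold enrichment, 3.97, and the lowest share of such peaks, 18.1%. When only peaks with −log10 q of at least 10 were counted, the densest autosome was chromosome 10 with 7.90 peaks per Mb (7.39 to 8.44) and the sparsest was again chromosome 2 with 2.49 (2.31 to 2.69), a ratio of 3.17. The X chromosome carried 6.87 peaks per Mb (6.46 to 7.28, 1093 peaks), which was 0.44 times the density of the autosomes (95% interval 0.42 to 0.47). Among peaks with −log10 q of at least 10, its density of 1.27 per Mb (1.10 to 1.46) was lower than that of each of the 20 autosomes, with a ratio of 0.32 to the autosomes together.

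**Figure D2:**
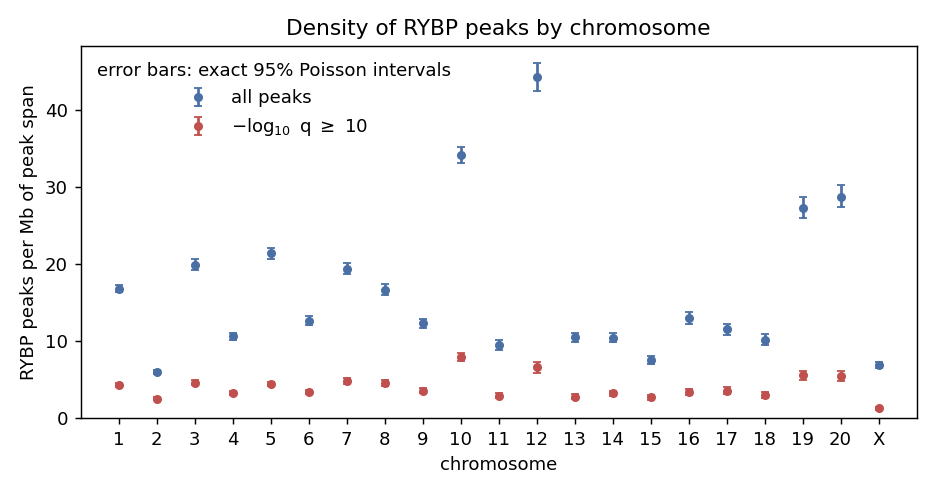
RYBP peaks per Mb of span (vertical axis) on each chromosome (horizontal axis), for all peaks and for peaks with −log10 q of at least 10; points are densities and bars are exact 95% Poisson intervals. Chromosome 12 is the highest for all peaks at 44.2 per Mb, and the X chromosome is the lowest for the stronger peaks at 1.27 per Mb.

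SEs are clusters of neighbouring enhancers, and whether RYBP peaks themselves lie in clusters was therefore evaluated. Joining over 12500 bp gave 18934 regions, of which 12595 were single peaks, 2847 were pairs and 3492 held 3 or more peaks. The regions of 3 or more had a median length of 22163 bp. In total, 23309 peaks lay in these regions, 56.0% of the list (95% interval 55.6 to 56.5). In the 1000 random placements the share was 13.03% on average and ranged from 12.2% to 13.8%, so that the observed share was 4.30 times the random one and no placement reached it. The size of this ratio moved most when regions of 5 or more peaks were required, to 22.7. Random placements that keep more of the observed arrangement lowered it. When each peak was kept within its own 1 Mb window, the random share rose to 43.6% (range 42.8% to 44.4%) and the ratio fell to 1.28. Unlike the main placements, these let peaks overlap, and the effect of this on the ratio was not measured. When the observed gaps were shuffled along each chromosome, which keeps every gap length and tests only the order of the gaps, the random share was 56.5% (range 55.9% to 57.1%), and 997 of the 1000 shuffles were at least as high as the observed share. Among peaks with −log10 q of at least 5 the share was 15.3%, against a random share of 1.73%. A list with fewer peaks lowers both shares, so the fall is no sign of weaker clustering. The ratio to the random share rose to 8.82.

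**Figure D3:**
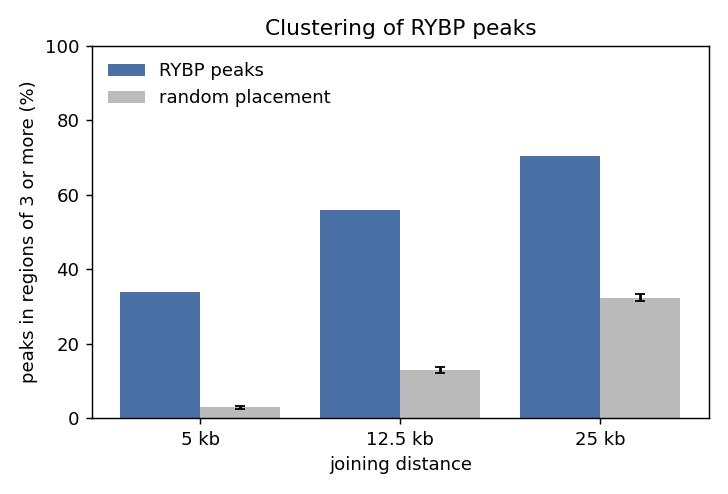
Percentage of RYBP peaks in joined regions of 3 or more peaks (vertical axis) for joining distances of 5 kb, 12500 bp and 25 kb (horizontal axis), beside the mean of 1000 random placements over the chromosome spans, whose bars show their full range. The observed shares are 33.8%, 56.0% and 70.4%, and the random means are 2.90%, 13.03% and 32.4%.

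The strength of peaks in and outside clusters was compared. Isolated peaks, with no other peak within 12500 bp, had a median fold enrichment of 3.93 (quartiles 3.06 and 5.67) and a median −log10 q of 5.89. Peaks in regions of 3 or more had a median fold enrichment of 3.17 (quartiles 2.85 and 3.85) and a median −log10 q of 2.61. The ratio of the medians was 0.81 (95% bootstrap interval 0.80 to 0.82 over 1000 resamplings of the peaks, which treat neighbouring peaks as independent). This ratio moved most when only peaks with −log10 q of at least 5 were kept, to 0.93. Of the peaks with −log10 q between 1 and 2, 64.8% lay in regions of 3 or more, whereas of those between 20 and 50, 34.1% did. The width did not follow this order. Isolated peaks had a median width of 715 bp and peaks in regions of 3 or more had a median width of 770 bp. Pairs (634 bp) and regions of 3 to 4 peaks (662 bp) had narrower peaks than these, and regions of at least 20 had wider ones (934 bp).

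The region with the most peaks lay on chromosome 7 at 11877248 to 12457976, where 111 peaks extended over 581 kb and covered 46.2% of it, with a median fold enrichment of 3.50. The second, on chromosome 7 at 11238284 to 11595596, held 73 peaks with a median fold enrichment of 3.50. The third, on chromosome 5 at 169432221 to 169769977, held 70 peaks with a median fold enrichment of 3.08. The widest peak, on chromosome 7 at 12213145 to 12236652 with a fold enrichment of 5.85, lay inside the first of these regions. The next widest peaks also lay in clusters. The peak of 20108 bp on chromosome 8 at 66293261 to 66313368 had a fold enrichment of 8.71 and was in a region of 25 peaks. The peak of 19527 bp on chromosome 7 at 121215455 to 121234981 had a fold enrichment of 8.27 and was in a region of 24 peaks. The peak of 19017 bp on chromosome 17 at 9677816 to 9696832 had a fold enrichment of 8.30 and was in a region of 28 peaks. The peak of 18098 bp on chromosome 3 at 168087776 to 168105873 had a fold enrichment of 6.10 and was in a region of 14 peaks.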

Values the study reported

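The study stated that ChIP-seq used 2 replicates for each group, and a false discovery rate threshold of 0.01 for peaks called with MACS2. Enhancers within 12.5 kb of each other were stitched for the definition of SEs. In rat CMs the study identified 738 SEs and reported that 57% of them were targeted by RYBP.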

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

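The number of peaks stayed within 1.5 times of 41598 after merging peaks less than 1 kb apart (38351) and at −log10 q of at least 2 (29629). It was 20799 above the median −log10 q and 14859 at −log10 q of at least 5, which follows from the filters themselves. Restricting the list to assembled chromosomes removed no peak and tests nothing. The median width and the median fold enrichment each rose under 4 of 5 alternatives, to at most 1114 bp and 5.34. Neither changed under the restriction to assembled chromosomes.

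The density of the X chromosome relative to the autosomes (0.44) stayed below 1 throughout. Above the median −log10 q it was 0.471, just over the upper limit of 0.469. That limit covers the counting error of the full list and not of the filtered one, so this is not read as a change. At −log10 q of at least 10 the relative density was 0.32, below the lower limit of 0.416, and the cause was not tested. The ratio between the densest and the sparsest autosome (7.40) fell to 4.27 above the median, to 3.46 at −log10 q of at least 5 and to 3.17 at −log10 q of at least 10. It was 5.85 at −log10 q of at least 2 and 7.07 after merging.

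The share of peaks in joined regions (56.0%) moved under each alternative to the peaks or to the joining. It was 51.7% after merging within 1 kb, 42.5% at −log10 q of at least 2, 26.3% above the median, 15.3% at −log10 q of at least 5, 33.8% when joined within 5 kb, 70.4% when joined within 25 kb, and 42.2% for regions of 5 or more peaks. The ratio to random placement over the chromosome spans (4.30) stayed above 1 under all of these. It moved to 7.49 above the median, 8.82 at −log10 q of at least 5, 11.7 within 5 kb, 2.18 within 25 kb and 22.7 for 5 or more peaks. Random placements that keep more of the observed arrangement lowered it. The ratio was 1.28 for placement within 1 Mb windows, where peaks could overlap, and reversed to 0.991 when the gaps were shuffled within chromosomes. The shuffle keeps every gap length, so by its construction it tests only the order of the gaps. The share of peaks in joined regions was no higher than in the shuffles. This share does not measure how long the runs of short gaps are. The region with the most peaks held 111, and runs of such length were not compared with the shuffles. Whether short gaps follow one another in long runs is therefore not decided by this share. The placement of promoter peaks at random transcription start sites was planned and not run, since no annotation of the build was used.

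The fold enrichment of joined relative to isolated peaks (0.81) stayed below 1 under the 6 alternatives to the peaks or to the joining. It moved to 0.86 above the median, 0.93 at −log10 q of at least 5, 0.88 when joined within 5 kb and 0.76 when joined within 25 kb. No replicate could be left out, because the labels give 1 ChIP sample. The depth was not analysed, so which results it limits was not tested.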

Other observations

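The patterns below were found in the same list on which they were tested. The tests of the q threshold and the broad cutoff, of the stronger peaks per chromosome and of the width class were chosen after the results were seen, and so were the match on −log10 q in narrow bins and the reading of the X chromosome at −log10 q of at least 10, which was added to a first reading over all peaks and changed the outcome from not fitting fewer copies to undecided.

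Part of the list lies above the q threshold of the methods. The largest q of a region was 0.0995. That is higher than the threshold quoted from the study above. A threshold of 0.01 applied to the region values would leave no region with −log10 q under 2, whereas 11969 were present. A candidate explanation is the second, looser cutoff that MACS2 applies to the flanks of broad regions. The smallest −log10 q was 1.002, just above the value of 1 for a cutoff of q at 0.1. This value prompted the explanation and is no test of it, so the explanation stays open. Whether the narrower cores of these regions passed the stricter threshold cannot be read from a broad list.

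Peaks in joined regions were weaker than isolated peaks, a direction that a reader who expects the strongest RYBP deposition inside clusters may want to look at again. Of 1000 permutations of fold enrichment among the peaks, 0 gave a ratio as low as 0.81, and the lowest was 0.99. The permutations treat neighbouring peaks as independent, as do the bootstrap intervals, so their range can be too narrow. They speak against a chance arrangement only on that assumption. The make-up of the chromosomes did not account for the weaker joined peaks, because the ratio was below 1 within each of the 21 chromosomes. Splitting of 1 region into several calls was not the whole source. After peaks less than 3 kb apart were merged and the strongest member kept, the ratio was 0.85 (95% bootstrap interval 0.84 to 0.86). The lenient threshold was not the whole source either. Without the regions with −log10 q under 2 the ratio was 0.814, inside the interval of 0.80 to 0.82 for all peaks. At −log10 q of at least 5 it was 0.93 (0.91 to 0.94). That cut selects peaks on a value that follows fold enrichment closely, so the rise cannot be assigned to the threshold. A higher local background in the joined regions stays open. The ratio was 0.977 at −log10 q of 2 to 5. Over 84 narrower bins of −log10 q the median ratio was 1.01, with a lowest value of 0.973 and a highest of 1.09. However, fold enrichment and −log10 q ranked the peaks almost alike (Spearman rho 0.96). Matching on one nearly fixes the other, so these comparisons exclude nothing. GC content, mappability and the density of genes were not tested for want of sequence and annotation of the build, so a technical source of many weak calls in the dense regions stays open beside a biological one, such as broad, low RYBP deposition over active domains.

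The densities of the chromosomes differed, and weak calls made up part of the difference. They were not all of it, since the densest and the sparsest autosome still differed by a ratio of 3.17 at −log10 q of at least 10, with intervals that did not overlap. The sparse X chromosome could reflect fewer copies of it in cells from male animals, for which the labels give no information. Halved copies could lower the fold enrichment on the X, provided that the expected background does not fall with them, which was not tested. The median fold enrichment on the X was 3.38, inside the autosomal range of 3.16 to 3.97. The 95th percentile of fold enrichment there was 6.78, below 19 of the 20 autosomes (7.199 to 8.70) and above chromosome 12 (6.57). Among peaks with −log10 q of at least 10 it was 9.63, just below the autosomal range of 9.66 to 11.02. Across the autosomes the median fold enrichment fell with density (Spearman rho −0.92). The autosomes nearest the X in density, chromosomes 2 and 15, had 95th percentiles of 8.70 and 8.64 and medians of 3.97 and 3.69. The X was therefore low for its density on both measures, whereas chromosome 12 was the densest. Fewer or weaker binding sites on the X were not tested, and the second reading selects peaks on a value that follows fold enrichment closely, so fewer copies and a difference in binding cannot be told apart here.

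The upper mode of −log10 q was not produced by the averaging of regions of unequal width alone. Among the 9837 peaks of 500 to 800 bp the upper mode held 1.22 times the peaks of the trough. Nor was it produced by mixing chromosomes, as 15 of the 21 chromosomes had both modes when taken singly, and the exceptions were chromosomes 3, 12, 16, 18, 20 and X. Fold enrichment on a log2 axis had a single mode. Bins of equal width on the logarithmic axis widen in units of −log10 q. Per unit of −log10 q, peaks were sparser in the upper mode (3427 between 15.8 and 25.1) than in the trough (2643 between 6.31 and 10.0). The upper mode thus depends on the axis and does not show a separate set of strong sites. Which genomic elements make up the weak and the strong peaks was not tested.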
